# TCTP Is an Androgen-Regulated Gene Implicated in Prostate Cancer

**DOI:** 10.1371/journal.pone.0069398

**Published:** 2013-07-22

**Authors:** Mari Kaarbø, Margrethe L. Storm, Su Qu, Håkon Wæhre, Bjørn Risberg, Håvard E. Danielsen, Fahri Saatcioglu

## Abstract

TCTP has been implicated in a plethora of important cellular processes related to cell growth, cell cycle progression, malignant transformation and inhibition of apoptosis. In addition to these intracellular functions, TCTP has extracellular functions and plays an important role in immune cells. TCTP expression was previously shown to be deregulated in prostate cancer, but its function in prostate cancer cells is largely unknown. Here we show that TCTP expression is regulated by androgens in LNCaP prostate cancer cells *in vitro* as well as human prostate cancer xenografts *in vivo*. Knockdown of *TCTP* reduced colony formation and increased apoptosis in LNCaP cells, implicating it as an important factor for prostate cancer cell growth. Global gene expression profiling in TCTP knockdown LNCaP cells showed that several interferon regulated genes are regulated by TCTP, suggesting that it may have a role in regulating immune function in prostate cancer. In addition, recombinant TCTP treatment increased colony formation in LNCaP cells suggesting that secreted TCTP may function as a proliferative factor in prostate cancer. These results suggest that TCTP may have a role in prostate cancer development.

## Introduction

Prostate cancer is the most frequently diagnosed non-cutaneous malignancy and the third leading cause of cancer-related deaths in men in western industrialized countries [1]. The importance of androgens for the development and progression of prostate cancer was shown early in the 20^th^ century. This resulted in significant focus on androgens and the receptor to which they bind, the androgen receptor (AR) [2], and androgen ablation therapy became the main line of therapy. Even though AR and androgen action are critically important aspects in prostate cancer, it has become evident that other signaling pathways, as well as non-genomic and genomic alterations, are involved in the development and progression of prostate cancer (reviewed in [3]).

Translationally controlled tumor protein (TCTP) is a multifaceted factor which is highly conserved in a number of species. It was originally discovered in a mouse sarcoma cell line as a protein regulated at the translational level [4]. TCTP has since been implicated in a number of important cellular processes, such as cell growth, malignant transformation and inhibition of apoptosis. TCTP is not found exclusively in tumor cells, but has a widespread expression profile that is not restricted to a specific tissue or cell type. However, TCTP expression is generally higher in tumors compared to corresponding normal tissue (reviewed in [5]).

TCTP has an anti-apoptotic role in a number of cell lines (reviewed in [6]). TCTP knockout mice are embryonically lethal with reduced number of cells and a higher incidence of apoptosis in the embryos, highlighting its importance in early development [7], [8]. In addition, TCTP has been shown to bind calcium [9]–[12]; this property may be linked to its anti-apoptotic activity as the concentration of free intracellular calcium is known to increase during apoptosis, triggering a sequence of events leading to cell death [13]. TCTP is engaged in a variety of protein-protein interactions and binds tubulin, Plk-1, p53 and the guanine nucleotide exchange factor Rheb, amongst others [14]. In addition, *TCTP* mRNA is highly structured and activates PKR, a protein kinase involved in the inflammatory response [15]. Although these studies offer plausible explanations for the many reported effects of TCTP, the exact mechanisms by which TCTP functions remain to be delineated.

TCTP is also a secreted protein with extracellular functions [16]. The secreted form of TCTP was originally identified by its ability to promote histamine release from basophils in a subset of allergic donors and thus named Histamine Releasing Factor (HRF) [17]. Additionally, TCTP stimulated B-cell proliferation, induced expression of IL-1, IL-6, and immunoglobulin production consistent with a role as a B-cell growth factor [16]. TCTP does not contain an N-terminal signal sequence typical for secreted proteins and is secreted through a non-classical pathway involving exosomes [18]. Interestingly, nanovesicles secreted from apoptotic endothelial cells that act in a paracrine fashion contain TCTP, further extending the modality of its extracellular action [19].

Recent studies have identified TCTP expression in the human prostate. TCTP was found to be expressed in prostatic tissues from men undergoing surgical adenomectomy for benign prostatic hyperplasia (BPH) and in cell lines derived from normal prostate, such as the cell line PWR-1E, and prostate cancer [12]. TCTP expression was also found to be higher than other calcium binding proteins (CBPs) in the human prostate. In addition, immunohistochemical analyses of normal prostate indicated that TCTP was mainly expressed by the secretory luminal cells and to a smaller degree by the basal cells. TCTP was also identified in prostatic fluids, which suggests that it may have an extracellular role in the prostate [12]. In addition, TCTP may affect proliferation and viability in prostate cancer cells [20]. LNCaP cells treated with siRNA targeting TCTP indicated that knockdown of TCTP increases apoptosis through caspase 3 and caspase 8 and reduces cell proliferation in LNCaP cells [20]. Furthermore, results from a recent study indicate that heat shock protein 27 (Hsp27) interacts with TCTP in prostate cancer cells and protects it from degradation [21]. In addition, TCTP expression levels correlated with disease progression, where it was upregulated in castration resistant prostate cancer (CRPC) [21]. These studies implicate TCTP in prostate cancer; however, there is limited information on its regulation and function in prostate cancer cells.

Here we show that TCTP is regulated by androgens, important survival factors for prostate cancer cells as well as the normal prostate. Ectopic expression of TCTP and its knockdown, as well as experiments with recombinant TCTP, show that it contributes to cell growth and proliferation, implicating it as an important factor in prostate cancer.

## Materials and Methods

### Ethics Statement

This study was approved by the Regional Ethics Committee, REK Sør-Øst (S-07443a), and material from still living patients was included after their written consent. Use of material from dead patients was permitted by the Ethics Committee. Animal experiments were approved by Case Western Reserve University IACUC guidelines. All steps taken for animal welfare and to minimize suffering were according to IACUC guidelines and have previously been described [22], [23].

### Cell Culture

LNCaP cells were obtained from the American Type Culture Collection (ATCC) and cultured in RPMI 1640 medium supplemented with 10% Fetal Calf Serum (FCS), 2 mM L-glutamine, 50 U/ml penicillin and 50 µg/ml streptomycin (Lonza). The human bronchial epithelial BEAS-2B cell line transformed with SV40 was a generous gift from Sten Mollerup (Department of Toxicology, National Institute of Occupational Health, Oslo, Norway) [24]. BEAS-2B cells were maintained in LHC-9 medium supplemented with 1.8 mg/ml bovine serum albumin (BSA) on plates coated with 0.01 mg/ml fibronectin and 0.03 mg/ml bovine collagen dissolved in PBS.

For both cell lines the culture media was changed every two to three days, and the cells were incubated at 37°C in a humidified 5% CO_2_, 95% air incubator. For androgen induction experiments, LNCaP cells were starved for 48 h in RPMI 1640 containing 2% charcoal treated (CT)-FCS, followed by an additional 24 h in RPMI 1640 containing 0.5% CT-FCS prior to treatment with 10^−8 ^M R1881 (synthetic androgen). R1881 was obtained from NEN.

### Xenograft Experiments

Transplantation, growth, and harvest of tumors from mice bearing CWR22 xenografts were as described previously [22], [23]. CWR22 xenografts were grown in nude mice in the presence of a sustained-release testosterone pellet. After tumor growth, mice were castrated, the testosterone pellets were removed and the regressing tumors were collected at 1, 2, or 4 weeks after castration. Animals were housed and treated according to the IACUC guidelines.

### Quantitative PCR (qPCR)

Upon harvest, total RNA was extracted from cells using Trizol® reagent (Invitrogen) according to manufacturer’s recommendations. 1–5 µg RNA was used for first-strand cDNA synthesis with the SuperScript II system (Invitrogen) and oligo-dT primers. qPCR analyses were performed on the LightCycler 480 instrument (Roche) with the LightCycler 480 SYBR Green I Master mix (Roche). A standard curve made from serial dilutions of cDNA was made to calculate the relative amount of the target and reference gene for each sample. These values were then normalized to the relative amount of the reference gene. Primers are available upon request. The differences between the groups were evaluated using a two-tailed, paired Student’s *t-*test, with *P*<0.05 being considered as significant.

### Protein Extraction and Western Analyses

Whole cell extracts were made as previously described [25], resolved by SDS-PAGE and transferred to a PVDF membrane (Bio-Rad). The blotted membrane was blocked in 10% nonfat dry milk in Tris-buffered saline (TBS) containing 0.1% Tween (TBS-Tween) for 1 h followed by incubation with primary antibody in TBS-Tween containing 5% bovine serum albumin (BSA) for 14–16 h at 4°C. Antibodies against either TCTP (1∶1000) [12], or GAPDH (1∶500) (Santa Cruz) were used. Enhanced Chemiluminescence Western blotting detection reagents (Amersham Biosciences) and analysis system were utilized for the detection of the HRP labelled proteins. For quantification, western blots were digitalized with a scanner machine (Epson Perfection V700 Photo) and the optical density was measured with the software ImageQuant TL (Amersham Biosciences). Human TCTP mouse monoclonal antibody was a generous gift from the group of del Vecchio [12].

### RNA Interference

Synthetic siRNA targeting TCTP (target sequence 5′- AACCATCACCTGCAGGAAACA-3′) was obtained from Dharmacon, while siRNA for luciferase (target sequence: 5′-AACTTACGCTGAGTACTTCGA-3′) was from Qiagen. LNCaP cells were seeded in full medium 24 h before transfection. The medium was changed to RPMI 1640 without FCS and antibiotics prior to transfection, and the cells were transfected with 100 nM siRNA per well using Oligofectamine (Invitrogen) according to the manufacturer’s protocol.

### Colony Formation Assay

LNCaP cells were transfected with siRNA as described above and plated in 10 cm plates at a density of-100000 cells/well. Colonies were grown for three weeks. LNCaP cells treated with recombinant TCTP were seeded at a density of 2500 cells per well in a six-well plate in RPMI supplemented with 10% FCS. Recombinant TCTP, GST, or vehicle control was added every two to three days. Colony formation was assessed after two weeks of growth. Cells were fixed in methanol at −20°C for 30 min, stained with 0.1% crystal violet for 20 min and then washed with MQ water. The area covered by the colonies was quantified using GeneTools software from SynGene.

### TUNEL Assay

LNCaP cells were seeded on cover-slips, starved and transfected with siRNA as described above. For thapsigargin (TG) induction, the cells were either treated with vehicle or 100 nM TG for the last 36 h of the 72 h transfection period. To detect apoptosis, a TUNEL *In Situ* Cell Death Detection Kit (Roche) was used according to the manufacturer’s instructions. Fluorescence was detected using an Axioplan2 imaging microscope (Zeiss) and pictures were taken with an AxioCam HRc camera (Zeiss). The number of TUNEL-positive cells was expressed as a percentage of the total number of cells.

### Gene Expression Profiling

Total RNA from cells treated with siRNA was isolated using the TRIzol® reagent according to the manufacturer’s instructions and was analyzed at the Norwegian Microarray Consortium (NMC), Oslo University Hospital, Oslo, Norway. The RNA was amplified using the Illumina® TotalPrep RNA Amplification kit (Illumina). 500 ng total RNA was used in the amplification and labelling reaction. The quality of the cRNA was assessed using a Bioanalyser. Biotin labelled cRNA (1.5 µg) was then used to hybridize onto Illumina Human-6 v3 Expression beadchips using the Whole-Genome gene Expression Direct Hybridization assay from Illumina. After scanning, the results were imported into Illumina BeadStudio, where the quality of each array and scan were tested.

### Generation of and Treatment with Recombinant TCTP

The open reading frame (ORF) of hTCTP was cloned into pET-28a for expression of recombinant TCTP. 0.1 mM IPTG was used to induce expression, and following harvest the pellet was resuspended in binding buffer (20 mM NaH_2_PO_4_, 500 mM NaCl, 20 mM imidazol, pH 7.4). Protease inhibitors were added and the cell suspension was sonicated at 4°C. His-tagged hTCTP was purified under native conditions using a HiTrap™ Chelating HP Column (GE Healthcare) charged with Ni^2+^-ions according to the manufacturer’s instructions. The sample was sterile filtered and diluted with binding buffer prior to application onto the column. The column was washed with binding buffer until the absorbance (280 nm) stabilized. Bound proteins were then eluted with elution buffer (20 mM NaH_2_PO_4_, 500 mM NaCl, 500 mM imidazol, pH 7.4). The purification procedure was performed at 4°C to prevent protein degradation. The eluate was dialyzed against PBS using Slide-A-Lyzer® 10K dialysis cassettes with a cut-off value of 10 kDa. To obtain recombinant GST, pGEX-4T was grown in BL21 cells, induced with 0.1 mM IPTG and purified by incubation with 50% Glutathione Sepharose 4B slurry. The beads were washed with PBS before elution (50 mM Tris-HCl, 10 mM reduced glutathione, pH 8.0). The purified proteins were run alongside Precision Plus Dual color Protein Standard, Prestained Protein Markers, Broad Range (7–175 kDa) and Unstained Protein Markers, Broad Range (2–212 kDa) (Biorad) to estimate the amount of protein.

BEAS-2B cells were treated with recombinant TCTP/GST for one h before harvest.

### Immunohistochemistry

Tissue microarrays (TMA) were prepared from radical prostatectomy specimens from patients operated at the Norwegian Radium Hospital between 1988 and 1996 and followed up after surgery. Prostate-specific antigen (PSA) measurements were performed before and after operation and at every subsequent clinical examination. Follow-up periods ranged from 2 to 176 months (mean, 73.3 months). Patients were considered to have clinically evident recurrence of disease if any of the following were present: (*a*) evidence of local recurrence (confirmed by histological biopsies or ultrasound) or (*b*) evidence of distant metastasis (detected by skeletal scintigraphy and/or magnetic resonance imaging). If a patient who suffered from relapse had postoperative serum PSA of >4 ng/ml before the date of either local recurrence or metastasis, the date of elevated PSA was set as the relapse date. H&E-stained sections were made from each selected primary tumor block (donor blocks) of paraffin-embedded material to define representative tumor regions. With the use of the tissue array instrument (Beecher Instruments), two tissue cylinders (0.6 mm in diameter) were punched from regions of the donor block. Control samples of non cancer tissue from the paraffin blocks were also taken. The Gleason score used in the analysis was the highest Gleason score in each of the prostatectomy series.

The TMAs were first de-paraffinized by xylene and serial ethanol dilutions and washed in H_2_O prior to quenching of endogenous peroxidase in 0.3% H_2_O_2_ in H_2_O for 30 min. Antigen retrieval was carried out by autoclaving at 121°C for 20 min in 0.01 M citrate buffer (pH 6.4). The BioGenex Super Sensitive Link-Label IHC Detection kit (BioGenex) was used for antigen detection. The sections were equilibrated in TBS-Tween (0.05 M Tris, pH 7.5, 0.3 M NaCl, 0.1% Tween 20) for 5 min prior to incubation overnight at 4°C with anti-human TCTP mouse monoclonal antibody diluted 1∶100 in TBS-Tween with 1% BSA. Sections were then washed with TBS-Tween prior to incubation with biotinylated secondary anti-imouse IgG (link) for 30 min at room temperature. After wash in TBS-Tween, the secondary antibody was incubated with enzyme HRP-labeled streptavidin for 30 min at room temperature. The slides were then washed in TBS-Tween and stained with DAB for 5 min and the reactions were stopped in H_2_O. Counterstain was performed by haematoxylin (DAKO) staining and the slides were mounted with DAKO Faramount aqueous mounting medium. Mouse non-immune serum was applied as negative control. Normal prostate tissue sections were used as positive controls. Intensity was scored using a 0–3 scale, corresponding to absent, weak, moderate, and intense staining, respectively. The differences between the groups were evaluated using a two-tailed, unpaired Student’s *t-*test, with *P*<0.05 being considered as significant.

### Statistics

Except for the microarray analyses, statistics were carried out using Student’s t-test where p values <0.05 were considered significant.

#### Statistical analysis of gene expression data

Statistical analysis was performed based on summary expression values for each probe and normalized by quantile normalization which results in the chips having identical intensity distribution. The data were analyzed by J-Express v2.7 software (http://www.molmine.com). Statistical Analysis of Microarrays (SAM) and Feature Subset Selection (FSS) were used for statistical analyses.

## Results

### TCTP Expression is Induced by Androgens

We first investigated the possible regulation of TCTP expression by androgens in the androgen responsive prostate cancer cell line LNCaP in a time course experiment. As shown in *Figures 1A *and 1B, there was an androgen-induced increase in both TCTP mRNA and protein accumulation over time, which reached approximately four-fold higher levels compared with untreated cells at 48 h. To determine if TCTP expression is also regulated by androgens *in vivo*, we used the human androgen-dependent prostate cancer xenograft model CWR22 which markedly regresses after castration [22], [23]. Western analysis of CWR22 tumors collected from mice at different time points after castration showed that the TCTP expression significantly decreased in a time-dependent manner and was nearly lost at four weeks (*Figure 1C*). These results show that TCTP expression is regulated by androgens in prostate cancer cells both *in vitro* and *in vivo*.

**Figure 1:**
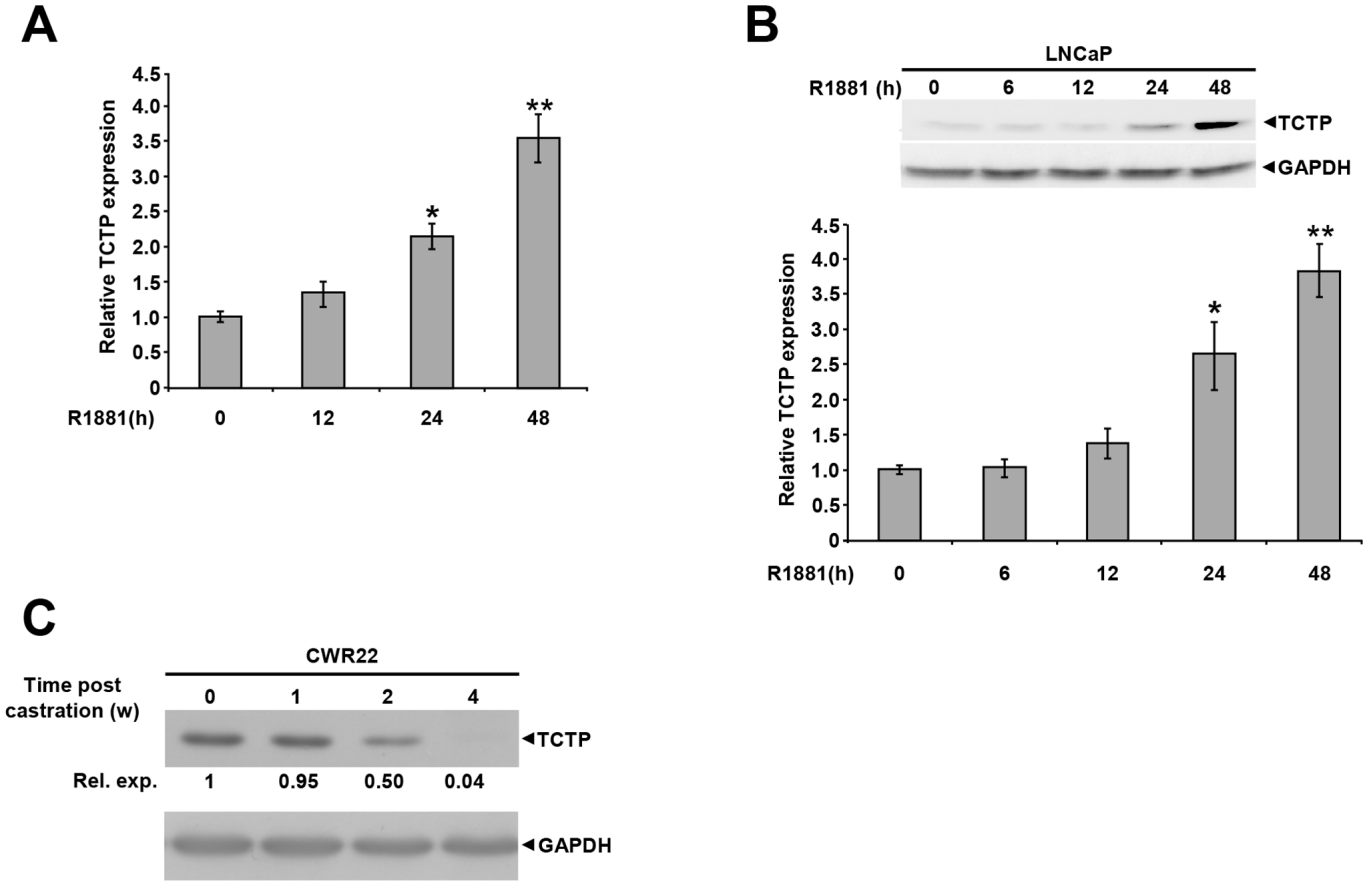
Androgen induces TCTP expression *in vitro* and *in vivo*. **A.** **** LNCaP cells were either left untreated or treated with the synthetic androgen R1881 (10^−8^ M) for the indicated times. Total RNA was isolated and qPCR analyses were performed. *TCTP* mRNA expression was normalized to *GAPDH*. The graph illustrates one representative experiment performed in triplicate with error bars indicating ±SEM, the expression levels are relative to cells treated without androgen (set to 1). The experiment was repeated more than three times **B.** Western analyses were performed on whole cell extracts made from cells treated in the absence or presence of R1881 (10^−8^ M) for the indicated time points. The expression levels were normalized to GAPDH. The values presented are relative to untreated samples (set to 1). The graph illustrates data from two experiments performed in triplicate with error bars illustrating ±SEM. **C.** CWR22 xenografts were grown in nude mice and tumor samples were collected either before (t = 0) or 1, 2 and 4 weeks after castration. Total cell extracts were made and used for western blot analyses. The figure shows one representative blot for TCTP and GAPDH, with relative values of TCTP (t = 0 set to 1) normalized to GAPDH. The differences between the groups were evaluated using two-tailed, paired Student’s t-test compared to non-treated samples, with P<0.05 being considered as significant. Significance is indicated by asterisks; one asterisk indicates P<0.05, two asterisks indicate P<0.01.

### Knockdown of TCTP Decreases Colony Formation of LNCaP Cells

Androgen regulation of TCTP expression, as presented above, suggested that it may have a role in growth of prostate cancer cells. This could either be through the induction of proliferation or inhibition of apoptosis, or a combination of both. To investigate the possible role of TCTP in cell growth, its expression was inhibited in LNCaP cells by siRNA treatment and colony formation was assessed compared with control siRNA treated cells. As shown in Figure 2A, TCTP protein expression was reduced by 85% after 72 h of transfection with siRNA targeting TCTP. Colony formation of TCTP knockdown cells was decreased by 50% compared with control cells (Figures 2B and 2C). These data indicated that TCTP may have a role in LNCaP cell proliferation and/or viability.

**Figure 2:**
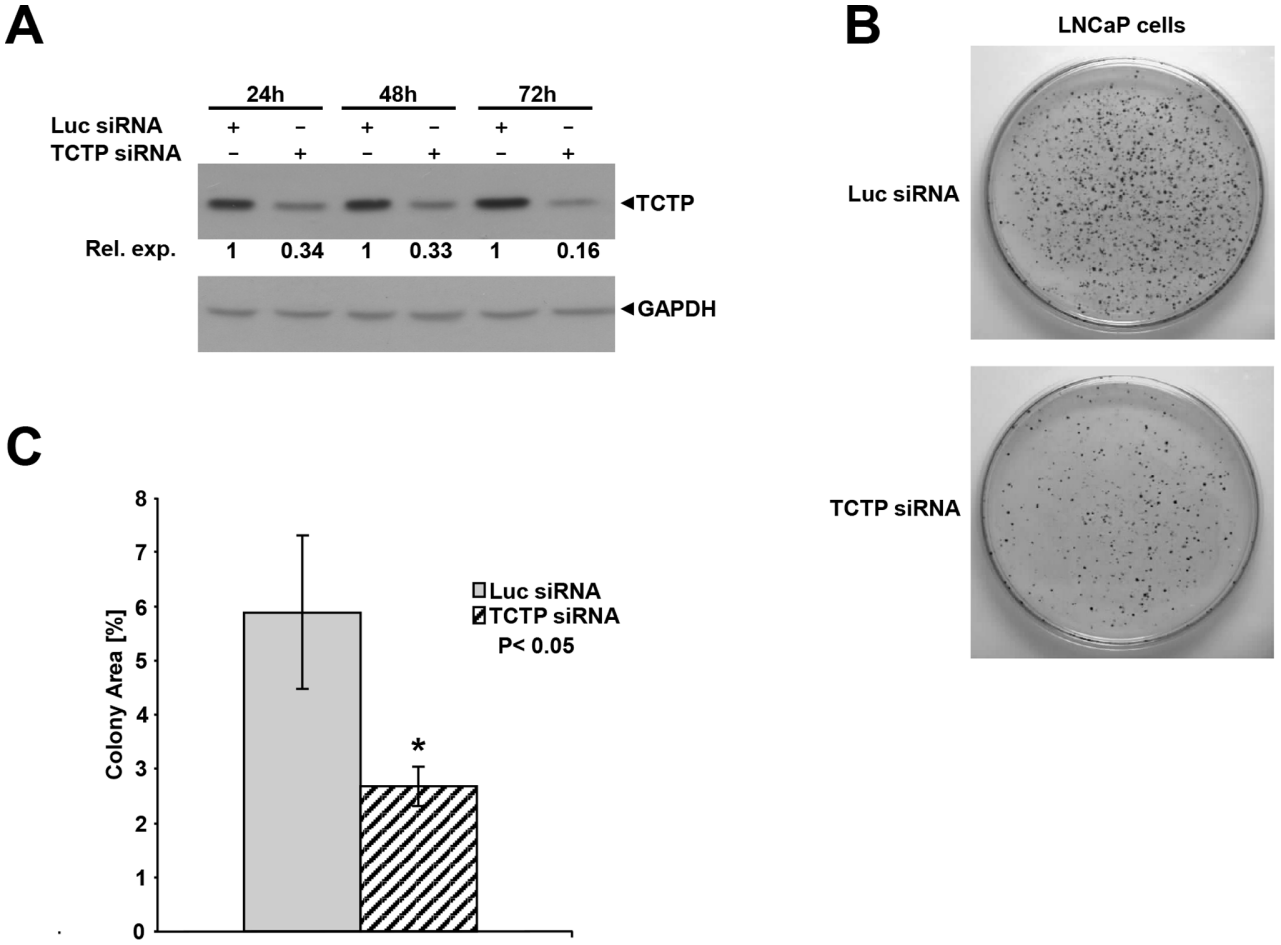
TCTP knockdown reduces colony formation of LNCaP cells. **A.** siRNA mediated knockdown of *TCTP* in LNCaP cells. LNCaP cells were transfected with siRNA (100 nM) targeting either *Luciferase (Luc)* or *TCTP*. At the indicated time points cells were harvested, protein extracts were prepared and analyzed by western analysis. Antisera raised against TCTP and GAPDH were used sequentially on the same blot. **B.** LNCaP cells were transfected with 100 nM siRNA targeting *Luc* or *TCTP*, seeded in 10 cm plates and assayed for colony formation ability by crystal violet staining after three weeks of growth. Representative pictures are shown. **C.** Quantification of colony formation of LNCaP cells after siRNA mediated knockdown of TCTP. The graph represents two experiments in triplicate. The differences between the groups were evaluated using two-tailed, paired Student’s t-test compared to Luc-siRNA treated samples, with *: P<0.05 indicating significant difference.

### Down-regulation of TCTP Increases Apoptosis of LNCaP Cells

TCTP was previously reported to inhibit apoptosis in a number of cell lines [20], [26]–[28]. In addition, RNAi-mediated knockdown of TCTP in LNCaP cells activated caspase 3 and caspase 8, indicative of increased apoptosis [20], [21]. We thus investigated the possible role of TCTP on apoptosis in LNCaP cells. Previous work from our laboratory has established that Thapsigargin (TG) induces significant apoptosis after 36 h of treatment in LNCaP cells [25]. We thus determined whether TCTP may alter TG-induced apoptosis. LNCaP cells were transfected with either siRNA against TCTP or control (Luciferase) siRNA, then left untreated or exposed to TG, after which the extent of apoptosis was determined using the TUNEL assay. As shown in Figures 3A and 3B, in the absence of TG treatment, there was an approximately three-fold increase in apoptosis in TCTP knockdown cells compared with control cells. As expected, TG significantly increased apoptosis in both control or TCTP-siRNA treated cells, however, it was approximately 2.5-fold higher upon TCTP knockdown. The knockdown of *TCTP* was verified by qPCR for all experiments (data not shown). These data suggest that TCTP is involved in regulating apoptosis in prostate cancer cells.

**Figure 3:**
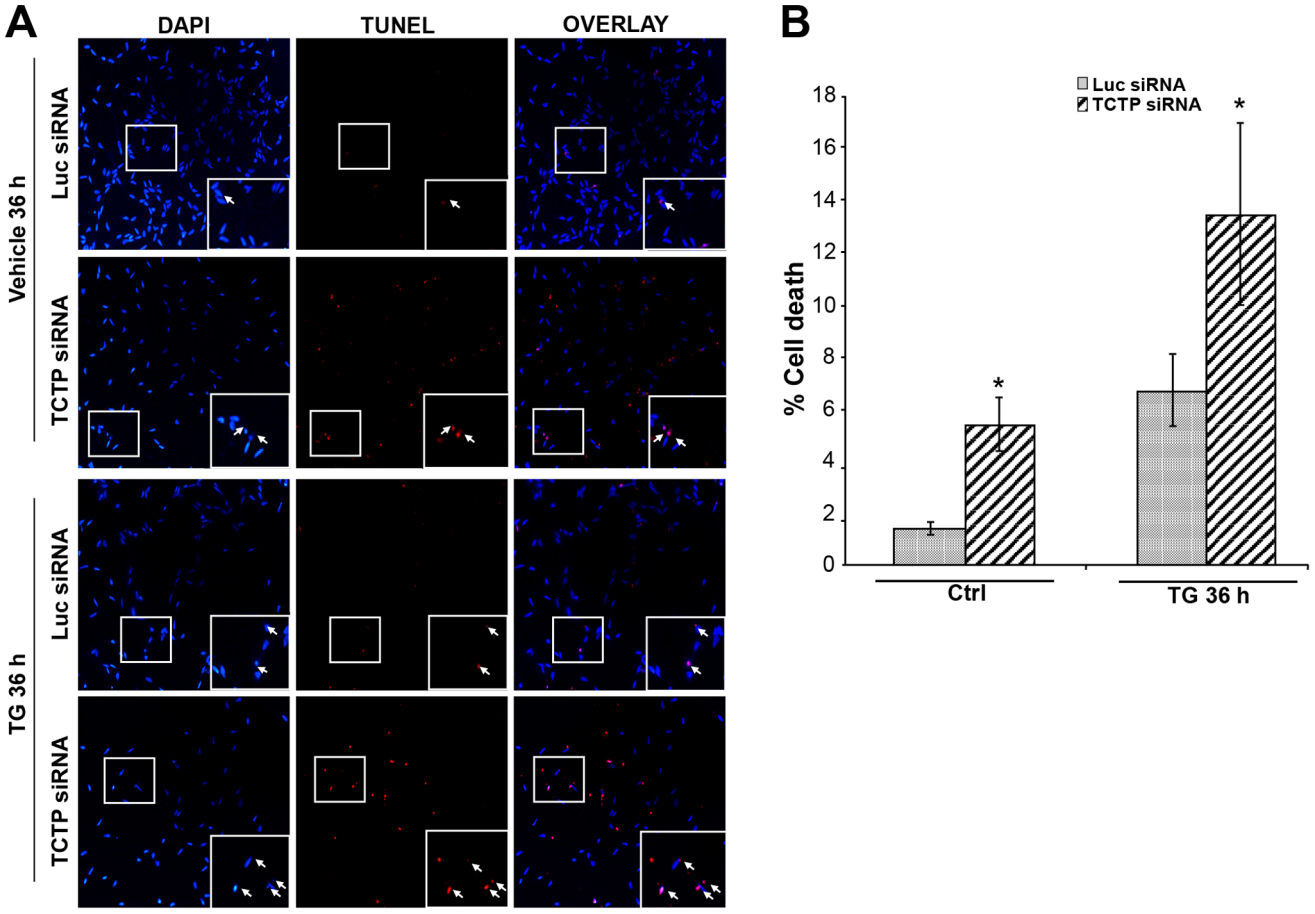
Downregulation of TCTP expression leads to increased apoptosis in LNCaP cells. LNCaP cells were cultured on coverslips and transfected with siRNA against *TCTP* or *Luciferase (Luc)* for 72 h. Apoptosis was induced by 100 nM TG for 36 h during siRNA treatment. After treatment and fixation, apoptotic cell death was detected using the TUNEL assay, cell nuclei were stained with DAPI and cells were visualized using Axioplan imaging microscope. **A.** Representative pictures of LNCaP cells transfected with either *TCTP*- or *Luc*-siRNA for 72 h and treated with DSMO or TG for 36 h during transfection. TUNEL positive cells appear as red spots. Arrows indicate apoptotic cells. **B.** Quantification of apoptosis incidence. The data show the percentage of nonviable cells after 36 h treatment with TG in cells transfected with *TCTP* or *Luc siRNA*. Columns represent the mean of three independent experiments performed in triplicate and bars represent ±SEM with *: P<0.05 indicating significant difference.

### Down-regulation of TCTP Results in Upregulation of Immune Response Genes in LNCaP Cells

In order to elucidate the pathways TCTP may affect in prostate cancer cells, we conducted a global gene expression profiling in TCTP knockdown cells compared with control LNCaP cells. 

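Gene expression was measured in LNCaP cells, an androgen-responsive line established from a prostate cancer lymph node metastasis, 72 h after transfection with 100 nM siRNA. One group of 3 samples received siRNA against TCTP and the other group of 3 received siRNA against luciferase (Luc), a gene that human cells lack, as the control. The series record describes the samples of a group as biological replicates, and whether they came from separate transfection days is not given in the sources used here. The RNA of each sample was labelled with biotin and hybridised to 1 Illumina HumanWG-6 v3 beadchip array of 48803 probes, and BeadStudio gave 1 summary intensity and 1 detection p-value per probe. The deposited intensities had not been normalized. Their medians were 43.4, 38.5 and 38.0 on the arrays of Luc siRNA and 35.6, 36.8 and 39.8 on those of TCTP siRNA, and between 12828 and 13741 probes per array had a detection p under 0.01. The authors normalized by quantiles in J-Express, and their deposited normalized values differed by at most 0.029 log2 units from the quantile-normalized log2 intensities computed here. No background was subtracted, so that changes of dim probes are compressed.

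Of the probes, 27578 were paired with 1 gene symbol, 13 with several and 21212 with none. The 13484 probes detected on at least 3 of the 6 arrays were kept, and each gene was represented by its brightest kept probe, which gave 8968 genes. These were compared between TCTP siRNA and Luc siRNA with limma, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called higher or lower. A gene that was detected on no array of one group has only a bound there. Its change is given as at least N-fold, from the brighter group's mean log2 signal and, for the dimmer group, the mean of the higher of each array's lowest detected signal and the probe's own. The number of arrays limits the precision of every value.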

Significant TCTP knockdown was confirmed at both mRNA and protein level (data not shown). 

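TCTP is encoded by TPT1, which was measured by a pair of probes. On the probe ILMN_1789614 the TPT1 signal was lower on all 3 arrays of TCTP siRNA, at log2 values of 12.25, 12.47 and 12.39, than on the arrays of Luc siRNA, at 12.95, 13.17 and 13.23. The means were 12.37 ± 0.11 (SD, n = 3) and 13.11 ± 0.15 (SD, n = 3). The log2 change was -0.75 (standard error 0.11, adjusted p = 0.00331 from limma over all kept probes), which leaves 59.6% of the signal of the control cells. On the brighter probe ILMN_2094718, which represents TPT1 in the test over genes, the arrays gave 13.92, 13.83 and 14.05 after TCTP siRNA and 14.22, 13.98 and 14.17 after Luc siRNA, so that the groups overlapped. The log2 change on this probe was -0.19 (standard error 0.11, adjusted p = 0.433 from limma). Its signal lay between 73.3% and 96.9% of the highest signal on each array. The changes of the TPT1 probes differed (dimmer minus brighter probe, -0.56 log2 units) with no overlap between the groups (two-sided exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). With the mean of both probes the log2 change of TPT1 was -0.47 (adjusted p = 0.0189 from limma). GAPDH, a glycolytic enzyme used as a reference transcript, had a log2 change of 0.04 (standard error 0.10, adjusted p = 0.872 from limma).

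**Figure D1:**
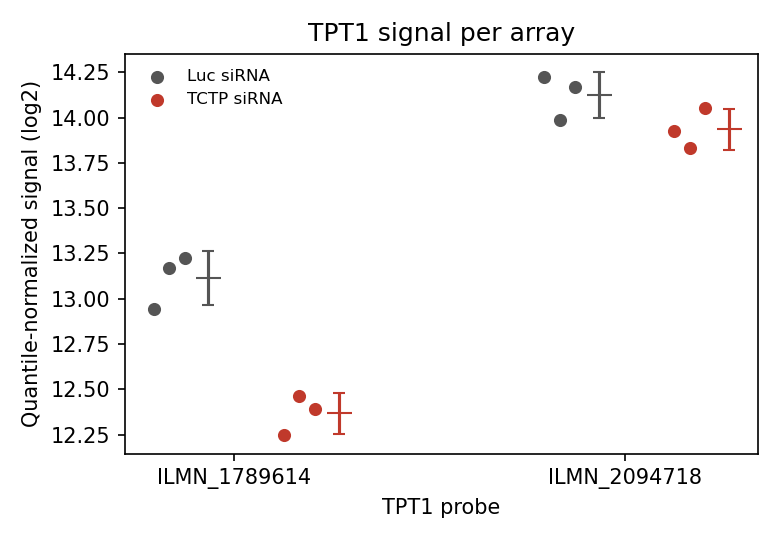
Quantile-normalized log2 signal of TPT1 (vertical axis) on each of its probes (horizontal axis) for the 3 arrays of Luc siRNA (grey) and the 3 of TCTP siRNA (red). Points are arrays, and the bars beside them give the mean and SD. On ILMN_1789614 the arrays of TCTP siRNA lie at or below 12.47 and those of Luc siRNA at or above 12.95, whereas on ILMN_2094718 the groups overlap.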

The data were analyzed using two methods: the Statistical Analysis of Microarrays (SAM) and Feature Subset selection (FSS) tools implemented in J-Express [29]. 

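After TCTP siRNA 136 genes were lower and 93 were higher than after Luc siRNA, of the 8968 tested. Among the 10 called genes with the largest falls were the chemokine CCL5 (at least 4.10-fold lower, adjusted p = 3.3e-07 from limma), the interferon-stimulated genes IFI44 and IFITM1 and the oligoadenylate synthetase-like gene OASL (at least 4.20-fold lower, adjusted p = 3.8e-07). The rises were smaller, with a change above 2-fold in 1 gene, the CaMKII inhibitor gene CAMK2N1, compared with 23 genes lower by as much in the fitted values. Other large rises were those of UGT2B11 and UGT2B15, a pair of UDP-glucuronosyltransferase genes whose close sequence similarity leaves their probes open to shared signal. The brightest probes had log2 changes of 0.94 (standard error 0.11, adjusted p = 0.000246) and 0.85 (standard error 0.12, adjusted p = 0.00147), while another probe of UGT2B11 had 0.47 (adjusted p = 0.0879 from limma over all kept probes). The remaining genes with the largest rises were LRRN1 (log2 change 0.86), PGAP6 (0.86), SEMA6A (0.85), TUBB3 (0.84), CDKN1A (0.84), YOD1 (0.79) and the multicopy noncoding RNA gene SNAR-A1 (0.79), with adjusted p-values between 0.00154 and 0.00603 from limma. With median scaling the calls of LRRN1, SEMA6A, TUBB3 and YOD1 were lost (adjusted p of 0.0915, 0.061, 0.0991 and 0.0748).

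All 229 called genes had groups that did not overlap, as did 21.2% of all genes tested, where chance gives 10%. Ranked by the SAM d statistic and by a signal-to-noise score, as one form of feature selection, the first 15 genes of each list shared 6. These were IFIT1, OAS2, IFIT3, CAMK2N1, IFI44L and MAFA, of which OAS2 and MAFA are an antiviral enzyme and a transcription factor. The constant that SAM adds to each standard error was 0.61 here, against a standard error of 0.12 for IFIT1 in limma. The SAM order therefore follows mainly the size of the change. The counts changed when a single array was left out, and each such fit also had fewer arrays. Without Luc siRNA replicate 1, 2 or 3 they were 67, 55 and 65 lower and 40, 30 and 38 higher, and without TCTP siRNA replicate 1 they were 53 lower and 36 higher. Without TCTP siRNA replicate 2 they were 173 lower and 151 higher, which is more than with every array, so that fewer arrays alone do not account for the changes. Without TCTP siRNA replicate 3 they lay within the range of these counts. With median scaling in place of quantile normalization 35 genes were lower and 17 higher.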

Out of the 15 most significantly regulated genes determined by each analysis, nine were found to be significant by both methods, as illustrated in the Venn diagram in Figure 4A. Figure 4B shows up- or down-regulation of some of the genes, while a list over the most significantly regulated genes on the array, their ontology, known function and definition are depicted in Figure 4C. 

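Of the 21 genes named in Fig. 4A, which the study chose on these samples, 16 were lower after TCTP siRNA, 3 were higher and 2 did not pass the test. All 9 genes that Fig. 4A gives for both methods were among those called. The genes that were higher were CAMK2N1, SLITRK3, which encodes a neuronal transmembrane protein, and HBQ1, a globin gene of the alpha cluster. Those that were lower included HERC5, the ligase that attaches ISG15 to proteins, with 8.06 ± 0.05 log2 (SD, n = 3) after TCTP siRNA and 9.43 ± 0.11 (SD, n = 3) after Luc siRNA, a log2 change of -1.38 (standard error 0.10, adjusted p = 2.7e-06 from limma). ACSM3, an acyl-CoA synthetase of mitochondria, had a log2 change of -0.74 (standard error 0.09, adjusted p = 0.000881), while its other probes had -0.39 and -0.40 (adjusted p of 0.0958 and 0.0554 over all kept probes). HELZ2, named PRIC285 in Fig. 4A, had a log2 change of -0.67 (standard error 0.09, adjusted p = 0.0021, or 0.057 with median scaling, where the call was lost). XAF1 was at least 1.14-fold lower (adjusted p = 6.2e-06), as its probe was detected on no array of TCTP siRNA. ZRSR2, a splicing factor named U2AF1L2 in Fig. 4A, had a log2 change of -0.18 (standard error 0.09, adjusted p = 0.372), and ranked 12 by signal-to-noise. CERS2, a ceramide synthase named LASS2 there, had a log2 change of 0.25 (standard error 0.10, adjusted p = 0.232). By the p of limma, 15 of the 21 genes were among the first 30.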

The majority of the genes predicted to be significantly regulated upon TCTP knockdown are involved in the interferon signaling pathway and/or immune-related responses. 

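Interferon-stimulated genes were lower as a group after TCTP siRNA than after Luc siRNA. Without arrays of untransfected or mock-transfected cells, a rise in the control arm cannot be told apart from a fall after TCTP siRNA. Of 45 such genes listed from general knowledge, 29 were tested, of which 27 were lower and none was higher at an adjusted p under 0.05 from limma (27 lower when adjusted over the list alone). Fig. 4A names 14 of the 45, chosen on these samples, so those are not independent evidence of the direction. Of the other 31 genes of the list 15 were tested, of which 13 were lower (13 when adjusted over the list alone) with a median log2 change of -0.73. The ubiquitin-like modifier ISG15 had 8.73 ± 0.34 log2 (SD, n = 3) after TCTP siRNA and 10.32 ± 0.23 (SD, n = 3) after Luc siRNA, a log2 change of -1.59 (standard error 0.16, adjusted p = 8.1e-05 from limma). SAMD9, a restriction factor of poxviruses, was at least 1.99-fold lower (adjusted p = 1.1e-05), and OAS1, which makes the 2',5'-oligoadenylates that activate RNase L, was at least 1.43-fold lower (adjusted p = 2.3e-05). Among the genes of Fig. 4A, IFI27 was at least 6.21-fold lower (adjusted p = 2.6e-08), while IFIT2, which binds viral RNA, had a log2 change of -2.86 (standard error 0.13, adjusted p = 2.3e-08), IFI6 one of -2.49 (standard error 0.13, adjusted p = 7.9e-08), IFITM1 one of -2.31 (standard error 0.12, adjusted p = 7.9e-08) and IFI44 one of -1.81 (standard error 0.11, adjusted p = 3.3e-07). The genes of the list that did not pass the test were ISG20, with a log2 change of 0.13 (adjusted p = 0.584), and LY6E, with 0.04 (adjusted p = 0.89).

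The median log2 change of the 29 genes was -1.34, or -0.82 with the 9 genes that were detected on no array of TCTP siRNA at their bounds. It was -0.87 with normexp, -0.78 when detection on all 6 arrays was required and -0.69 without a detection filter, where the median of the genes not named in Fig. 4A was -0.39, and the call of both lists held. A further 14 genes of the list had a probe and were not tested. The adjusted p of the list was 9.5e-59 with limma's camera at a preset correlation of 0.01, 0.00909 with an estimated correlation and 0.000104 with fry. For the genes not named in Fig. 4A these were 4.3e-20, 0.0326 and 0.00106.

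**Figure D2:**
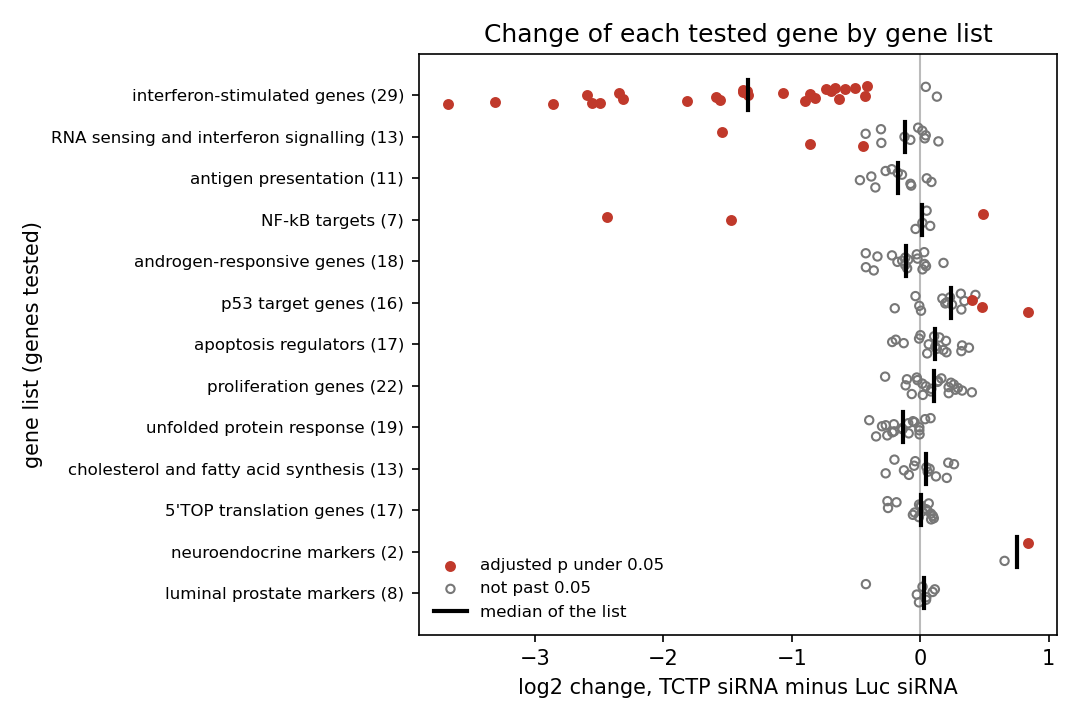
Log2 change of each tested gene, TCTP siRNA minus Luc siRNA (horizontal axis), for 13 gene lists (vertical axis, with the number of genes tested). Filled red points passed an adjusted p under 0.05 from limma, open points did not, and black bars are list medians. Genes detected on no array of a group are drawn at their fitted values. Of the 29 interferon-stimulated genes, 27 are filled and lie below 0.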

The expression of six of these genes (IFIT1, SLITRK3, IFI44L, IFIT3, OAS2 and MX1) was validated by qPCR (Figures 5A–F). These results imply that TCTP modulates immune responses in prostate cancer cells.

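Of 13 tested genes of RNA sensing and interferon signalling, 3 were lower and none was higher (6 lower when adjusted over the list alone). IRF9, the DNA-binding subunit of the factor that drives interferon-stimulated genes, had 7.23 ± 0.17 log2 (SD, n = 3) after TCTP siRNA and 8.78 ± 0.13 (SD, n = 3) after Luc siRNA, a log2 change of -1.55 (standard error 0.12, adjusted p = 3.1e-06 from limma). The cytosolic RNA sensor IFIH1 had a log2 change of -0.86 (standard error 0.11, adjusted p = 0.00102). The related sensor RIGI was at least 1.26-fold lower (adjusted p = 0.0292), a call lost when any one array of Luc siRNA was left out (adjusted p of 0.115, 0.0798 and 0.125 without replicates 1, 2 and 3) or TCTP siRNA replicate 1 (0.118), and with normexp (0.0625) or median scaling (0.139). The kinase EIF2AK2, which is activated by double-stranded RNA, had a log2 change of -0.30 (standard error 0.10, adjusted p = 0.141). The list's median log2 change was -0.12 (camera, adjusted p = 0.000167), and the adjusted p was 0.0588 with an estimated correlation. The median was -0.23 without Luc siRNA replicate 2, -0.25 without a detection filter or with a detection p under 0.05 and -0.077 when detection on all 6 arrays was required. Probes for the interferon genes IFNB1 and IFNL1 were detected on 0 of the 6 arrays.

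Of 11 tested genes of antigen presentation, none passed the test over all genes, 4 were lower at an unadjusted p under 0.05 and 2 were lower when adjusted over the list alone. The list's median log2 change was -0.17 (camera, adjusted p = 0.00899), with an adjusted p = 0.291 with an estimated correlation and 0.0574 with camera without Luc siRNA replicate 3. Its median was -0.29 and -0.081 without TCTP siRNA replicates 2 and 3, and -0.11 with median scaling. The members with the smallest p were B2M, the light chain of class I molecules, with a log2 change of -0.47 (standard error 0.13, adjusted p = 0.0826 from limma), and the peptide transporter subunit TAP2, with -0.38 (standard error 0.11, adjusted p = 0.105). Of 19 targets of NF-κB with a probe 7 were tested, of which 2 were lower and 1 was higher (2 and 1 when adjusted over the list alone). The lower ones were CCL5 and CXCL10 (at least 1.76-fold lower, adjusted p = 6.2e-06), chemokines that interferon also induces. SOD2, the mitochondrial superoxide dismutase, had a log2 change of 0.49 (standard error 0.12, adjusted p = 0.0441), a call lost when Luc siRNA replicate 1, 2 or 3 (adjusted p of 0.179, 0.0963 and 0.115) or TCTP siRNA replicate 1 or 2 (0.168 and 0.0771) was left out, and with neqc (0.0561), median scaling (0.116) or every probe tested (0.0519). The median log2 change of the NF-κB list was 0.017 and its mean -0.47 (camera, towards lower, adjusted p = 0.071). Camera gave an adjusted p of 0.00988 without Luc siRNA replicate 1 and 0.0423 with median scaling, and fry one of 0.0121, while an estimated correlation gave 0.21. From the prominence of interferon and immune genes among those regulated, together with the qPCR of 6 of them, the paper proposes that TCTP modulates immune responses in prostate cancer cells.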

**Figure 4:**
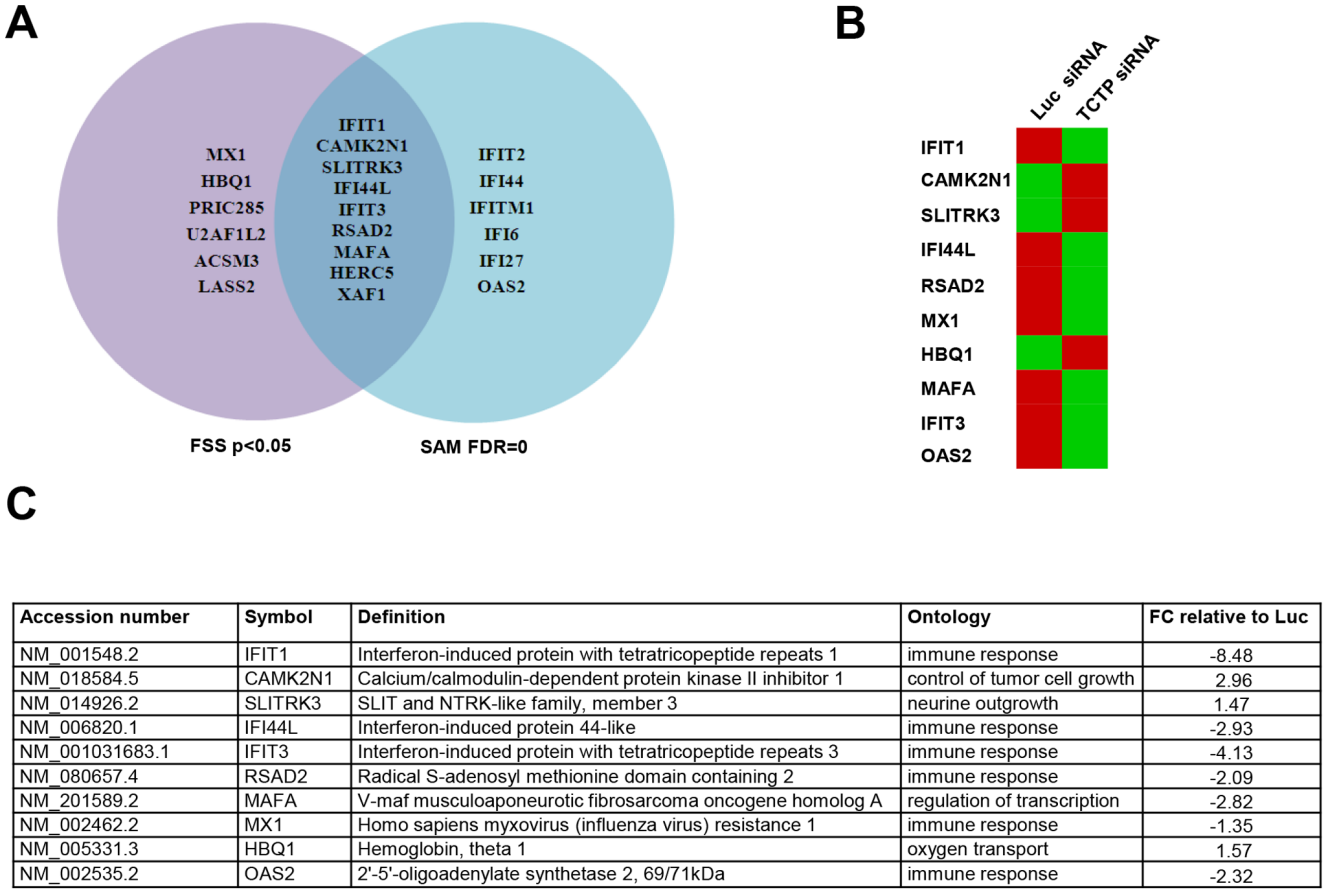
TCTP knockdown increases interferon induced gene expression. LNCaP cells were transfected with siRNA against *TCTP* or *Luciferase* for 72 h, RNA was isolated and used in global gene expression profiling as described in Materials and Methods. **A.** Venn diagram of the genes that are significantly regulated by gene expression profiling. **B.** Heatmap representation of genes up- or down-regulated in response to *TCTP* knockdown. Red and green represent up- and downregulated genes, respectively. **C.** List of the ten most significantly regulated genes with their accession numbers, definition and the ontology process for which they are implicated in. The fold change relative to *Luciferase* siRNA treated cells are indicated.

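Relative to Luc siRNA, IFIT1 had the largest fitted change of the genes tested, with 5.95 ± 0.20 log2 (SD, n = 3) after TCTP siRNA and 9.63 ± 0.13 (SD, n = 3) after Luc siRNA. The log2 change was -3.68 (standard error 0.12, adjusted p = 1.6e-09 from limma), which is 12.8-fold lower, and its probe was detected on 2 of the 3 arrays of TCTP siRNA. The size of the fall depended on the background correction, with a signed fold change of -9.44 with normexp and -18.1 with neqc. The related antiviral gene IFIT3 was at least 3.40-fold lower (adjusted p = 2.3e-08), OAS2 at least 2.83-fold lower (adjusted p = 1.4e-08), IFI44L at least 1.66-fold lower (adjusted p = 6e-07) and RSAD2, which encodes the antiviral enzyme viperin, at least 1.21-fold lower (adjusted p = 2.1e-05), since no probe of these genes was detected on any array of TCTP siRNA. MAFA had 6.34 ± 0.10 log2 (SD, n = 3) after TCTP siRNA and 7.84 ± 0.06 (SD, n = 3) after Luc siRNA, which is 2.82-fold lower (adjusted p = 9.2e-07). The dynamin-like GTPase MX1 was 1.35-fold lower (log2 change -0.43, standard error 0.09, adjusted p = 0.03). This call of MX1 was lost without Luc siRNA replicate 1, 2 or 3 (adjusted p of 0.11, 0.113 and 0.114), without TCTP siRNA replicate 1 (0.114) and with median scaling (0.208).

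The gene with the largest rise was CAMK2N1, with a log2 change of 1.56 (standard error 0.10, adjusted p = 4.3e-07 from limma), which is 2.96-fold higher. HBQ1 was 1.57-fold higher (adjusted p = 0.00258) and SLITRK3 1.47-fold higher (adjusted p = 0.00609), with SDs of at most 0.04 log2 units within each group. The call of SLITRK3 was lost with median scaling (adjusted p = 0.0671).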

**Figure 5:**
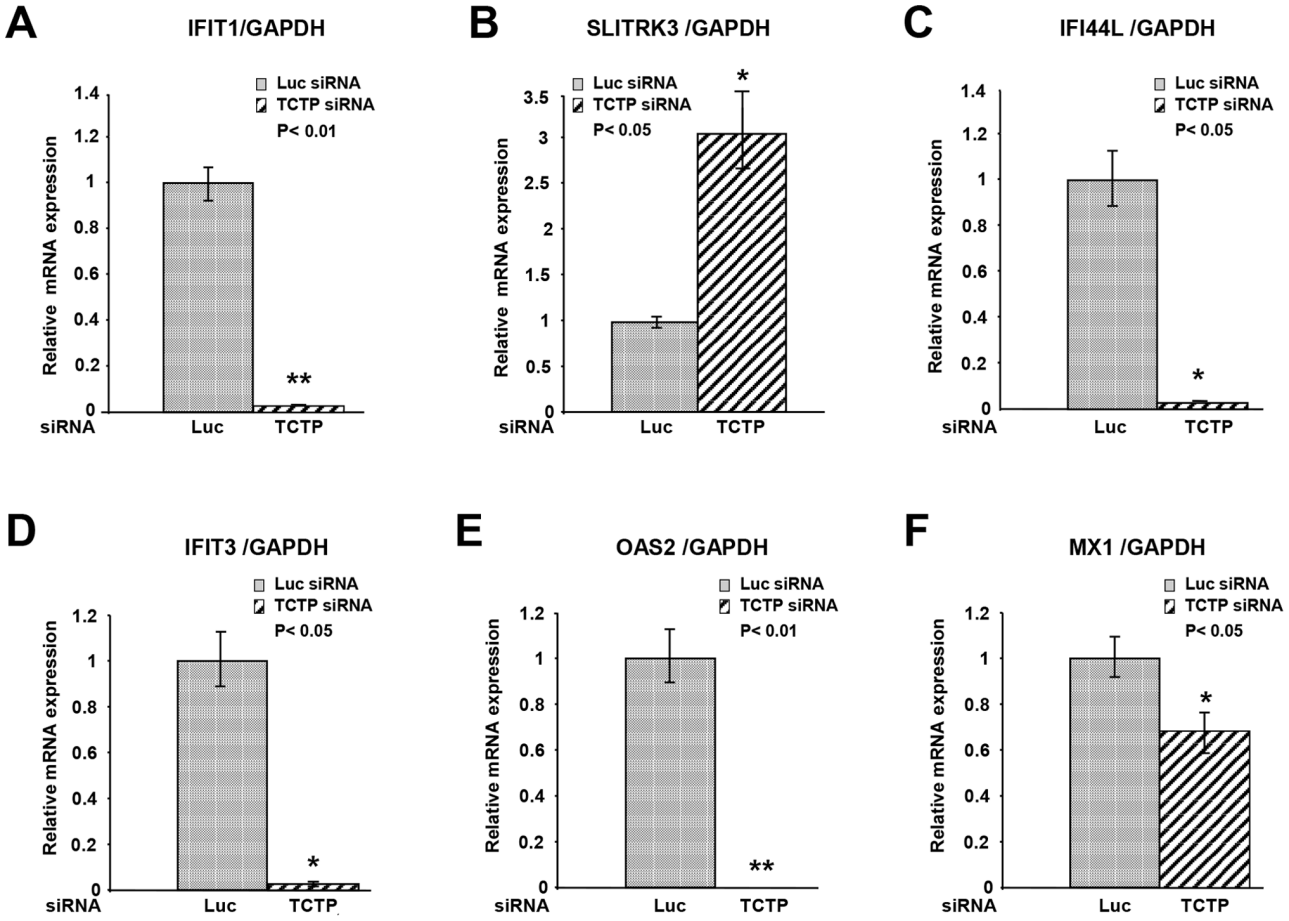
Reduction of TCTP increases interferon induced gene expression. **A–F**. qPCR was used to assess expression of genes predicted to be differentially expressed in cells tranfected with Luc-siRNA versus TCTP-siRNA. The mRNA expression was normalized to *GAPDH* and was calculated relative to Luc-siRNA samples (set to 1). Experiments were carried out in triplicate. All error bars represent ±SEM. Statistical significance was assessed using two-tailed, paired Student’s t-test with *: P<0.05 and **: P<0.01 being considered as significant.

### Recombinant TCTP Induces Prostate Cancer Cell Growth

The secreted form of TCTP has previously been shown to induce expression of several mediators, initiate distinct signaling events and lead to an increase in cell proliferation of immune cells [30]–[32]. Since TCTP is present in prostatic fluids [12], it may have an extracellular function in prostate cancer cells. To assess this possibility, we made recombinant TCTP (rTCTP) in *E. coli* and determined its biological activity in BEAS-2B cells compared with recombinant glutathione S-transferase (rGST) as a control [33]. BEAS-2B cells were treated with rTCTP or rGST at a final concentration of 1.0 µg/ml for 1 h and *IL-8* mRNA production was determined by qPCR. *IL-8* mRNA expression was significantly increased in cells treated with rTCTP compared to cells treated with rGST (Figure 6A) indicating that the rTCTP is biologically active. LNCaP cells were then treated with 1.0 µg/ml rTCTP or rGST and a colony formation assay was performed. After two weeks in culture with continuous exposure to the recombinant proteins, cells were fixed and stained to visualize colonies. As shown in Figures 6B and 6C, there were a significantly higher number of colonies formed by the cells treated with rTCTP compared to rGST-treated cells. These data indicate that rTCTP has a proliferative/pro-survival effect on LNCaP cells and suggest a role of secreted TCTP in prostate cancer cell growth.

**Figure 6:**
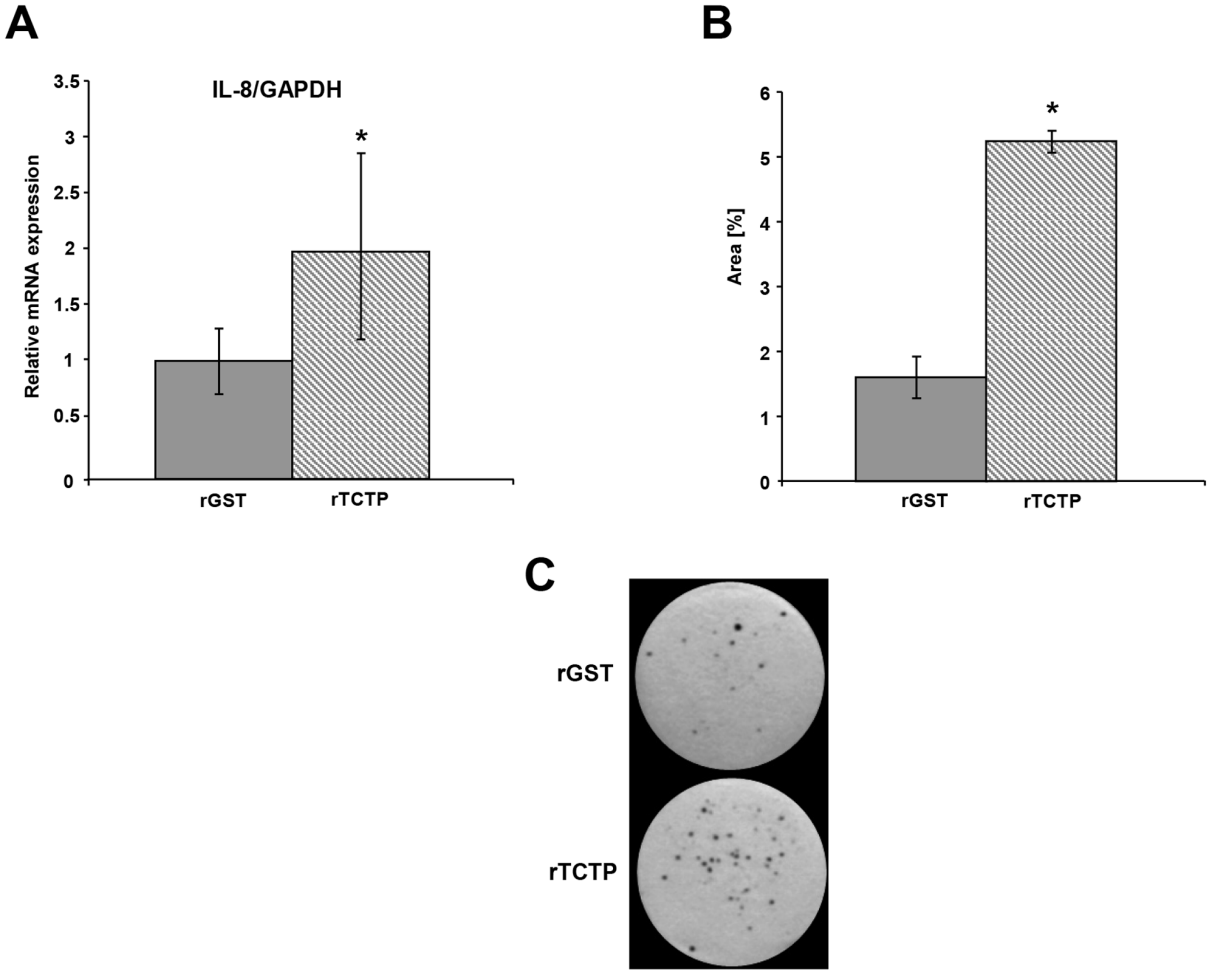
Recombinant TCTP increases colony formation of LNCaP cells. **A.** BEAS-2B cells were treated with recombinant TCTP or GST (rTCTP and rGST) to a final concentration of 1.0 µg/ml, total RNA was extracted, cDNA synthesized and qPCR performed. GAPDH was used as a reference gene and the values presented are relative to GST (set to 1). **B.** Colony formation assay in LNCaP cells treated with rTCTP or rGST. Cells were cultured in the presence of rTCTP or rGST at a final concentration of 1.0 µg/ml for two weeks and the colonies formed were visualized with 0.1% crystal violet. The area covered on each plate by the colonies was measured and represented as percentage of the total area of the plate. **C.** Two representative images are shown. The experiment was carried out in triplicate three times. Error bars represent ±SEM. Statistical significance was assessed using two-tailed, paired Student’s t-test. Significance is indicated by asterisk, P<0.05.

### TCTP Expression is Upregulated in Prostate Cancer Compared to Normal Prostate

Since TCTP is expressed in the normal prostate, as well as regulated by androgens in prostate cancer cells *in vitro* and *in vivo*, we investigated its expression on tissue microarrays (TMAs) containing normal prostate tissue as well as those representing various stages of prostate cancer using immunohistochemistry (IHC). As shown in Figure 7*A*, *T*CTP was expressed primarily in epithelial cells in both normal prostate and prostate cancer. Furthermore, its expression was significantly increased in cancer tissue compared with normal cells (Figure 7B), which indicates that TCTP may have a role in prostate cancer.

**Figure 7:**
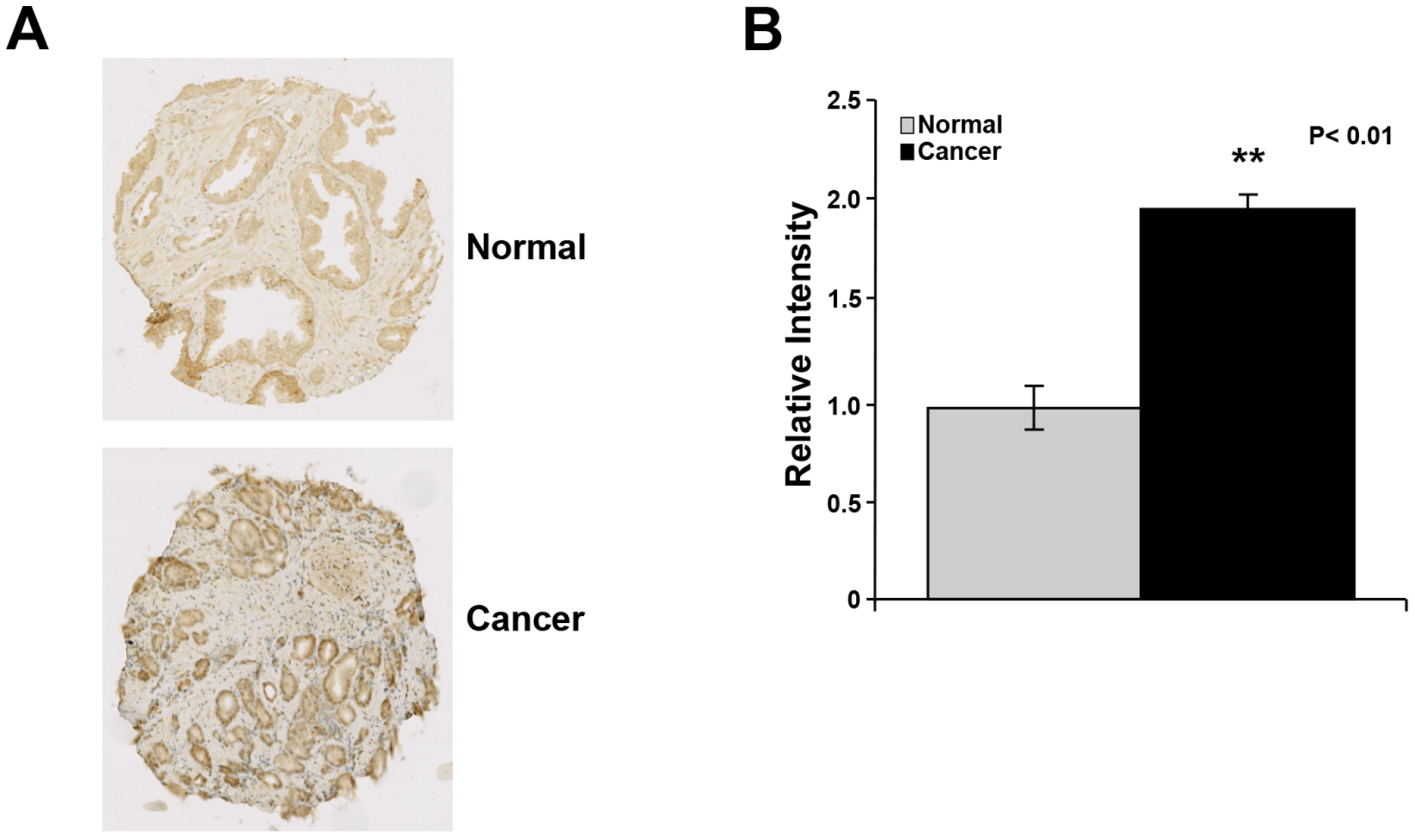
TCTP expression is increased in prostate cancer compared to normal prostate. Tissue microarrays with normal and tumor tissue from human prostate were stained with TCTP antiserum and detected by Biogenex Supersensitive Detection kit. The graph is based on 392 samples consisting of 35 benign and 357 malignant samples. The differences between the groups were evaluated using two-tailed, unpaired Student’s t-test compared to untreated samples, with P<0.05 being considered as significant. **: P<0.01.

## Discussion

TCTP is a highly conserved protein in eukaryotes, from yeast to mammals, and abundantly expressed in a wide range of tissues (for a review, see 5). Several studies have underscored the multiple processes TCTP is involved in, such as immune responses, cell proliferation, tumorigenicity, and cell death [5]. The data presented here establish TCTP as an androgen regulated gene implicated in prostate cancer.

Androgen signalling and AR are critical for all phases of prostate cancer [34]. We found that TCTP is a novel androgen regulated gene whose expression is induced at both mRNA and protein level by androgens (Figures 1A and 1B). Furthermore, upon castration, the expression of TCTP dramatically declined in CWR22 androgen dependent xenografts grown in nude mice, indicating that its expression is regulated by androgens also *in vivo* (Figure 1C). Since androgens increase proliferation and inhibit apoptosis, which is the same outcome as observed in our experiments by TCTP manipulation, it is tempting to speculate that growth and viability regulating effects of androgens, at least in part, may be mediated by TCTP.

TCTP depletion in LNCaP cells significantly increased both basal levels of apoptosis, consistent with previous findings [20], as well as TG- induced apoptosis (Figure 3). These findings are consistent with a recent study that developed a TCTP antisense oligonucleotide (ASO) which inhibited the growth of PC-3 and LNCaP xenografts and significantly enhanced docetaxel activity upon systemic delivery [21]. These data open up the possibility for using TCTP knockdown in parallel with other established therapeutic approaches to increase treatment efficacy.

Gene expression profiling data indicated that approximately 60% of the differentially regulated genes are involved in the interferon (IFN) pathway (Figure 4). 

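Among the 21 genes with the smallest p from limma, 71.4% were on the list of interferon-stimulated genes, which was set from general knowledge. Of the 21 genes of Fig. 4A themselves, 14 (66.7%) were on this list. The study chose those 14 genes on these same samples, so neither share is an independent check of the paper's. The remaining genes with the smallest p included CCL5, CXCL10 and IRF9, which are also linked to interferon but stand on other lists, and CAMK2N1 and MAFA, which are not. Over all 229 called genes the share was 11.8%, and 13.1% when the genes of RNA sensing and interferon signalling were counted too. Among the genes that were lower it was 19.9%. When a gene had to be detected on all 6 arrays, which leaves out genes that fell below detection after TCTP siRNA, the share among the first 21 was 33.3%, and with the signal-to-noise ranking it was 52.4%.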

IFNs are a family of cytokines, named for their ability to interfere with viral infection. They mediate antiviral and antigrowth responses and are also known to modulate adaptive immune responses [35]. These findings are interesting given that TCTP was recently found to interact with NEMO, an upstream adaptor protein in the NF-κB pathway, and that NF-κB regulates transcription of inflammatory and survival genes [36]. In pilot experiments we observed that the NF-kB pathway is activated upon TCTP knockdown in LNCaP cells consistent with the notion that TCTP regulates immune responses in prostate cancer (data not shown). The IFN stimulated genes have been implicated in several cancers, including prostate cancer; however, what specific role they play in the different cancers and at what disease stage are currently unknown [37]–[42]. Interestingly, the IFN stimulated genes were not affected by androgen induction in LNCaP cells (data now shown); this could mean that TCTP may collaborate with other factors that are not regulated by androgens. Alternatively, since androgen induction of TCTP takes at least 48 h, longer time exposure to androgens may be needed to observe any effects on IFN pathway related genes. Further work is necessary for determining the possible consequence of IFN gene expression changes on PCa cell growth and viability.

The secreted form of TCTP is well-studied in immune cells, where it has been shown to function as a histamine releasing factor, induce secretion of various interleukins, initiate distinct signal transduction events, and affect cell proliferation (reviewed in [16]). Since TCTP was earlier found in prostatic fluids [12], it was suggested to have a role in prostate function and in prostate cancer; however, there have not been any studies to date which addressed the possible effect of rTCTP on prostate cancer cells. Consistent with the other data presented herein, and the function of TCTP in immune cells, we found that rTCTP increased colony formation in LNCaP cells (Figure 6). This indicates that the proliferative effects of secreted TCTP is not restricted to immune cells and is also applicable to prostate cancer cells. rTCTP has previously been implicated in the induction of distinct signal transduction pathways in immune cells [30], [32]; it is therefore of interest to investigate whether this is also the case in prostate cancer cells. Further studies elucidating the molecular mechanisms behind these results are therefore warranted.

TCTP was previously found to be expressed in normal prostate and prostate cancer cells [12], [21]; it was also found to be further increased in castration resistant prostate cancer [21]. In line with these findings, we found a significant increase in TCTP expression in a TMA representing a collection of prostate cancer samples from various cancer stages compared with benign prostate (Figure 7). These data are consistent with earlier findings where TCTP was suggested to be involved in the process of initiation and progression of castration resistant prostate cancer [21].

Taken together, our data and earlier findings suggest that TCTP expression is relevant for human prostate cancer. TCTP may have a unique role in regulating inflammation and carcinogenesis processes thought to be tightly linked, making it a potential biomarker and a therapeutic target in prostate cancer.

How the deposited data were processed for this re-analysis (not part of the article)

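The data are 6 Illumina HumanWG-6 v3 arrays of LNCaP cells, 3 transfected with Luc siRNA and 3 with TCTP siRNA at 100 nM for 72 h. The authors scanned the arrays, imported them into BeadStudio (version not given in the sources used here) and deposited the probe summary intensities, on a linear scale with neither normalization nor background subtraction, together with the detection p-value of each probe. All deposited intensities were above 0. The authors also deposited quantile-normalized intensities, on a linear scale, which were used as an alternative. The study's methods name quantile normalization and J-Express. They name no background correction, no filter on dim probes and no settings of SAM or of the feature selection, as far as the paper's text goes. Conditions were taken from the sample labels, which match the methods of the study.

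Intensities were quantile-normalized and put on the log2 scale with limma 3.58.1 in R 4.3.3. The pairing of each intensity with its detection p-value was checked from their rank correlation on each array. Probes with a detection p under 0.01 on at least 3 of the 6 arrays were tested. Gene symbols came from the platform's annotation, matched by gene identifier to a table of current symbols of the assembly GRCh38.p14, which was used for names only. Of the 48803 probes, 27578 had 1 symbol, 13 had several and were not named, and 21212 had none listed. A total of 11439 tested probes had 1 symbol. The probe with the highest mean signal represented a gene, which left 8968 genes. Group means were compared with lmFit and eBayes at their default settings, and p-values were adjusted by Benjamini-Hochberg over all genes. Probes of TPT1, UGT2B11, ACSM3, BAD and CD68 that differed in call or sign are named with their values. Of the called probes, 23 had no gene symbol and are not reported.

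Gene lists for interferon-stimulated genes, RNA sensing and interferon signalling, antigen presentation, NF-κB targets, androgen-responsive genes, p53 targets, apoptosis, proliferation, the unfolded protein response, cholesterol and fatty acid synthesis, 5'TOP translation genes and neuroendocrine, luminal, basal, fibroblast, leukocyte and endothelial markers were fixed before the data were examined, as were the tests and the alternatives, except where the text says that one was chosen later. Lists with at least 2 tested genes were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over these lists. The genes named in the text are TPT1, the 21 genes of Fig. 4A, whose published fold changes had been seen, other genes the study names for these cells, the 10 called genes with the largest rise and the 10 with the largest fall among those whose groups did not overlap, and from each list up to 4 called members with the largest change or, where none was called, up to 2 with the smallest p. Of the 10 other genes the study names, 6 were tested. Genes outside this rule are ISG20, LY6E, IFNB1, IFNL1, JAK1, ENO2, NFKBIA, NFKB1, NFKB2, CHGA, SYP, CD74, HLA-DRA, LYZ, PTPRC, CDA, PLAAT4 and S100P, chosen after their values were seen.

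The alternatives were other background corrections (neqc with an offset of 16, normexp with an offset of 50), median scaling, cyclic loess, the authors' normalized values, other detection filters, every probe or the mean of a gene's probes, eBayes with trend and robust, the replicate number as a block, SAM over all splits of the arrays, a signal-to-noise ranking, stricter thresholds and each replicate left out. The files give no beadchip or scan batch, so that none was used as a block. Arrays were simulated with the means and spreads of the 8968 genes for the comparison of TCTP siRNA with Luc siRNA. On these limma recovered 83.6% of genes changed by 0.5 log2 units and 100% of those changed by 1 or 2. There were 16 false calls, which is 7.8% of the calls made at an adjusted p under 0.05. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.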

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

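The comparison with untransfected cells and the test by detection of leukocyte markers were chosen after the result was seen. Genes outside those the article discusses were listed where the log2 change was at least 1 in size at an adjusted p under 0.05 from limma. There were 10, all lower after TCTP siRNA. Their fitted log2 changes were -2.44 for CCL5, -2.34 for OASL, -1.59 for ISG15, -1.55 for IRF9, -1.49 for PLAAT4, -1.48 for CXCL10, -1.38 for SAMD9, -1.34 for OAS1, -1.33 for CDA and -1.06 for S100P. Of these, CCL5, OASL, CXCL10, SAMD9, OAS1 and CDA were detected on no array of TCTP siRNA, so that their fitted changes are not bounds. CDA, a cytidine deaminase, was at least 2.02-fold lower, while the calcium-binding protein gene S100P and the phospholipase gene PLAAT4 were detected on all 6 arrays.

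Of 29 tested interferon-stimulated genes 27 were lower after TCTP siRNA. The quantile normalization does not account for this. With the deposited intensities and no normalization, the median log2 change of the 27 called genes was between -1.49 and -1.19 over the 9 pairs of a TCTP siRNA and a Luc siRNA array. A response of the control arm to the Luc siRNA itself stays open, since transfected double-stranded RNA can induce these genes. The arms differ in the siRNA they received and the series holds 0 arrays of untransfected or mock-transfected cells. A response to Luc siRNA in the control arm and a fall caused by the loss of TCTP can therefore not be told apart. The study's methods give a single target sequence for TCTP, so that other effects of that siRNA cannot be told apart from these either. Leukocyte RNA in the Luc siRNA samples does not account for the pattern, since 7 of the 8 leukocyte markers with a probe, among them the abundant transcripts CD74, HLA-DRA, LYZ and PTPRC, were detected on no array of Luc siRNA, and CD68 was not called lower, with log2 changes of 0.09 and -0.27 (adjusted p of 0.755 and 0.246 over all kept probes) on its tested probes.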

How the results depend on the processing

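The linear mean of all probes was the alternative chosen after the values were seen. Most results held, in 314 comparisons of counts, gene lists, rankings and TPT1 and in 1188 of single named genes. These totals include comparisons that could hardly come out otherwise. The trend and robust options of eBayes do not enter camera, so that the gene list results were identical. The authors' normalized values nearly equal those used here. Gene lists and genes held where they kept their direction and their side of the threshold. Counts and rankings held where they stayed within 1.5 times of the main value, and 18 comparisons moved further. A further 5 list medians, of 5'TOP genes and of cholesterol and fatty acid synthesis, and 3 values of CD68 and PLK1 changed sign while called in neither setting. Of the comparisons of single named genes 47 lost and 11 gained a call, and no called value changed sign. With median scaling HELZ2, LRRN1, SEMA6A, TUBB3, YOD1, SLITRK3, MX1, RIGI, SOD2, SESN1 and PHLDA3 lost the call. Over all genes, 93 were higher and 136 lower, against 17 and 35 with median scaling, 33 and 56 at an adjusted p under 0.01, 35 and 63 with a fold of at least 1.5, and 45 and 73 with the replicate number as a block, with the calls of MX1 (adjusted p = 0.096), RIGI (0.0922), SOD2 (0.0839), SESN1 (0.096) and PHLDA3 (0.122) lost. Same-numbered arrays did not deviate together (correlations of -0.07, -0.06 and -0.40), and no array of replicate 1, 2 or 3 correlated best with its own number, so the block is given here only. The highest correlations were 0.44, 0.25 and 0.49, of Luc siRNA replicates 1, 2 and 3 with TCTP siRNA replicates 3, 1 and 2. A pairing under other numbers was not tested. Leaving out each replicate gave 30 to 151 genes higher and 53 to 173 lower. Stricter thresholds lower the counts by construction, and the cause of the others was not tested. TPT1 passed the threshold with the mean of its probes (-0.47, adjusted p = 0.0189, in a range of 0.0189 to 0.731 over its alternatives). The share of interferon-stimulated genes among the first 21 was 33.3% when genes had to be detected on all 6 arrays, which removes genes that fell below detection. Apoptosis regulators passed camera's threshold with neqc (median log2 change 0.14), median scaling (median 0.13) and the block (median 0.12), but the median was 0.055 without a detection filter (adjusted p = 0.208), 0.061 with a detection p under 0.05 (adjusted p = 0.256) and 0.063 with every probe tested (adjusted p = 0.127). NF-κB targets passed with median scaling (median 0.023) and the block (median 0.017). Despite these positive medians, camera pointed towards lower for this list in the main fit, where the mean log2 change was -0.47. Without a detection filter the median of the neuroendocrine markers was 0.064, against 0.75 with it, and they did not pass (adjusted p = 0.0587). Proliferation genes did not pass with the mean of probes (median 0.084, adjusted p = 0.0506), and the cause was not tested. With each replicate left out, list medians ranged from 0.0083 to 0.051 for NF-κB targets, 0.049 to 0.16 for proliferation, -0.15 to -0.037 for androgen-responsive genes, -0.29 to -0.081 for antigen presentation and 0.084 to 0.16 for apoptosis regulators, and each of these lists crossed the threshold at least once. A beadchip block was not run because the files give no beadchip. Low signal limits 16 called genes that were detected on no array of TCTP siRNA and 5 on no array of Luc siRNA.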

Differences from the paper's values

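For IFIT1 the paper gives a signed fold change of about -8.5 in Fig. 4C, read by eye, and the value here was -12.8. IFIT1 was not tested where detection on all 6 arrays was required. Of the other alternatives set before the data were examined, normexp with an offset of 50 gave -9.44. This lay within 0.20 log2 units of the paper's value, the SD here of IFIT1 on the TCTP siRNA arrays. All others lay further off, including neqc (-18.1), median scaling (-12.5), cyclic loess, the authors' deposited values (-12.8) and each replicate left out. With the linear intensities of all probes of a gene averaged and no detection filter, a setting chosen after seeing the values, IFIT1 came to -8.48. Under it 19 of the 21 genes of Fig. 4A were called, so that none of the 19 called otherwise was dropped, but IFI44L moved to -1.95, where the paper gives about -2.9 in Fig. 4C, read by eye, and the single probe used here gave a fitted value of -2.94 and a fall of at least 1.66-fold. The same setting, chosen after seeing the values, gave -4.12 for IFIT3 and -2.32 for OAS2, where the paper gives about -4.1 and about -2.3 in Fig. 4C, read by eye. The single probes used here gave fitted values of -5.89 and -6.04, and falls of at least 3.40-fold and 2.83-fold. With normexp the fitted values were -3.94 for IFIT3 and -3.76 for OAS2. The probes used here for IFI44L, IFIT3 and OAS2 were detected on no array of TCTP siRNA, so that the signed values given here for these genes under any setting are fitted over signals below detection and are neither exact folds nor bounds. The fold changes of 2.96 for CAMK2N1, 1.47 for SLITRK3, 1.57 for HBQ1, -1.35 for MX1 and -2.82 for MAFA match those printed in Fig. 4C. So does the fitted value of -2.09 for RSAD2, which is not a bound, since RSAD2 was detected on no array of TCTP siRNA.

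The titles of Figs. 4 and 5 state that interferon-induced genes go up when TCTP is reduced, and the heading of the paper's section on the arrays states this of immune response genes. In the arrays 27 of 29 tested interferon-stimulated genes were lower after TCTP siRNA and none was higher. The signs printed in Fig. 4C, the colours of Fig. 4B for most of these genes and the bars of Fig. 5 for IFIT1, IFI44L, IFIT3, OAS2 and MX1 run the same way as the values here. The paper also states, with data not shown, that the knockdown was significant at the mRNA and the protein level. It reports qPCR of TCTP for its apoptosis experiments and a loss of TCTP protein on western blots, neither of which was analysed here. The brighter TPT1 probe gave a log2 change of -0.19 (adjusted p = 0.433 from limma), while the other probe gave -0.75 (adjusted p = 0.00331) and the mean of both -0.47 (adjusted p = 0.0189). Of the genes in Fig. 4A, ZRSR2 (U2AF1L2) and CERS2 (LASS2) were called under none of the settings run, with adjusted p-values of 0.372 and 0.232, although ZRSR2 ranked 12 by signal-to-noise.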

Other observations

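The comparison of the changes of the TPT1 probes and the tests of signal compression by a constant probe and without normalization were chosen after their values were seen. Of 16 tested p53 target genes 3 were higher and none was lower (6 higher when adjusted over the list alone). The cell cycle inhibitor gene CDKN1A had 12.06 ± 0.19 log2 (SD, n = 3) after TCTP siRNA and 11.23 ± 0.09 (SD, n = 3) after Luc siRNA (adjusted p = 0.00154 from limma). SESN1, a stress-induced regulator of mTORC1, had a log2 change of 0.48 (standard error 0.11, adjusted p = 0.0441) and PHLDA3, an inhibitor of AKT, one of 0.41 (standard error 0.10, adjusted p = 0.0456), and both lost the call when most single arrays were left out (PHLDA3 adjusted p of 0.0604 to 0.192 over all 6, SESN1 up to 0.196) and with median scaling (0.195 and 0.207). PHLDA3 also lost it with cyclic loess (0.0503), with eBayes with trend and robust (0.0545) and with every probe tested (0.0568), and SESN1 with neqc (0.0635) and with every probe tested (0.0519). The list's median log2 change was 0.24 (camera, adjusted p = 1.8e-05), and its adjusted p was 0.1 with an estimated correlation. With fry the adjusted p was 0.0202 for p53 targets. For RNA sensing and interferon signalling, neuroendocrine markers and the unfolded protein response fry gave 0.000115, 0.0299 and 0.0394. For antigen presentation, androgen-responsive genes and proliferation genes it gave 0.14, 0.204 and 0.214, which did not pass. Only 2 of 14 neuroendocrine markers were tested. The neuronal tubulin gene TUBB3 was called higher, and the enolase gene ENO2 had a log2 change of 0.66 (standard error 0.16, adjusted p = 0.0512), for a list median of 0.75 (camera, adjusted p = 0.000718, and adjusted p = 0.129 with an estimated correlation). Over more markers the median was smaller, at 0.11 with a detection p under 0.05 (adjusted p = 0.0254) and 0.064 with no detection filter (adjusted p = 0.0587). TUBB3 lost its call with median scaling (adjusted p = 0.0991). CHGA and SYP, further markers of that kind, were detected on 0 of the 6 arrays.

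No gene of the remaining lists passed limma's test over all genes, and none was called when adjusted over the list alone except where stated. At an unadjusted p under 0.05, 4 androgen-responsive genes and 4 genes of the unfolded protein response were lower, 5 proliferation genes were higher and 1 lower, 2 apoptosis regulators were higher, 1 gene of cholesterol and fatty acid synthesis was higher and 1 lower, and 1 gene each of the 5'TOP, luminal and endothelial lists was lower. Of 18 androgen-responsive genes, 4 were lower when adjusted over the list alone, and the median was -0.11 (camera, adjusted p = 0.012, and adjusted p = 0.352 with an estimated correlation). Camera gave an adjusted p of 0.0578 without Luc siRNA replicate 2 and 0.234 without TCTP siRNA replicate 2, where the median was -0.037. The median was -0.061 without TCTP siRNA replicate 3 and -0.058 with median scaling. C1orf116 had a log2 change of -0.42 (adjusted p = 0.0512 from limma) and the protease gene TMPRSS2 one of -0.42 (adjusted p = 0.0605). The 19 genes of the unfolded protein response had a median of -0.14 (camera, adjusted p = 0.00611, and adjusted p = 0.174 with an estimated correlation), or -0.080 without Luc siRNA replicate 1, with SEL1L at -0.40 (adjusted p = 0.129) and TRIB3 at -0.30 (adjusted p = 0.191). The 22 proliferation genes had a median of 0.11 (camera, adjusted p = 0.0255, and adjusted p = 0.367 with an estimated correlation). Camera gave 0.205 without Luc siRNA replicate 1 and 0.135 without TCTP siRNA replicate 1, where the median was 0.049, and the median was 0.062 without TCTP siRNA replicate 3. MCM2 was at 0.40 (adjusted p = 0.123), MCM7 at 0.29 (adjusted p = 0.144) and PLK1 at 0.02 (adjusted p = 0.955). The 17 apoptosis regulators had a median of 0.12 (camera, adjusted p = 0.0544, but 0.044 without Luc siRNA replicate 3, 0.0262 without TCTP siRNA replicate 1, 0.0299 with fry and 0.18 with an estimated correlation), with BAD at 0.38 (adjusted p = 0.129) on one probe and -0.10 on another. Medians were 0.048 for 13 genes of cholesterol and fatty acid synthesis (camera, adjusted p = 0.709), with SREBF1 at 0.26 (adjusted p = 0.199), 0.0059 for 17 5'TOP translation genes (adjusted p = 0.891), with PABPC1 at -0.25 (adjusted p = 0.22), and 0.032 for 8 luminal prostate markers (adjusted p = 0.908), of which 1, TMPRSS2, was lower when adjusted over the list alone, with EPCAM at 0.10 (adjusted p = 0.686). None of the basal markers was tested. VIM, CD68 and VWF were the single tested members of the fibroblast, leukocyte and endothelial lists, with log2 changes of 0.32, 0.09 and -0.30 (adjusted p of 0.346, 0.726 and 0.166). VWF was lower when adjusted over its list alone, where it stands by itself. Another probe of CD68 had a log2 change of -0.27. Of other genes the study names, RHEB (-0.06), HSPB1 (0.24) and IKBKG (-0.08), which encodes NEMO, had adjusted p-values of 0.803, 0.278 and 0.756.

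The paper reports from pilot experiments, which were not analysed here, that the NF-κB pathway is activated on TCTP knockdown. In the arrays, of 7 tested NF-κB targets SOD2 was higher, CCL5 and CXCL10 were lower, and the other 4, among them NFKBIA, NFKB1 and NFKB2, did not pass the test (adjusted p of 0.933, 0.77 and 0.955 from limma). The list held 19 targets with a probe, and those not tested were detected on too few arrays. These values therefore cover only part of the list and cannot decide whether the pathway was active. The mean log2 change of the list was -0.47, carried by CCL5 and CXCL10. In camera the list pointed towards lower and did not pass (adjusted p = 0.071, or 0.21 with an estimated correlation), except without Luc siRNA replicate 1 (0.00988), with median scaling (0.0423) and with the replicate number as a block (0.0428), and with fry its adjusted p was 0.0121. JAK1, a kinase of the interferon receptors, was detected on 1 array of each group.

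The smaller fall of TPT1 on its brighter probe was set against a compression of signals near the top of the range of the arrays. Its deposited intensities reached 96.9% of the highest on an array. In median-scaled values, probes within 1 log2 unit of the highest signal had a residual SD that was 1.12 times that of probes 1 to 2 units below (95% bootstrap interval 1.01 to 1.23). This decides nothing, because the scaling alone gives a probe with the same intensity on every array a residual SD of 0.891 times that of those probes, above the limit of 0.8 set beforehand. With no normalization the ratio was 0.788 (0.689 to 0.877), but the spread fell as much further below the top (0.799, probes 1 to 2 units below against 2 to 3), so that compression of the brighter probe stays open. Signal from TPT1 pseudogenes or other transcripts on that probe was not tested, because no probe sequences were used, and no biological explanation was tested.

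The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. In 1 of the 10 splits, the real one, 229 genes were called, and the highest of the other splits called 0. The median change of the interferon-stimulated genes not named in Fig. 4A was 0.73 in size in the real split, which was the largest, and at most 0.44 in the others.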
